A study of Mus musculus with 7 samples. Its data were reported in "The role of retinoic acid in hepatic lipid homeostasis defined by genomic binding and transcriptome profiling" (2013).

How the data were processed

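Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors on livers of male C57BL/6 mice aged 3 months that received a control diet or a diet with retinoic acid (RA) for 1 day, as the labels give it. The study's methods give a longer RA treatment than these labels, without limiting it to 1 assay, so the duration is not settled. Antibodies against retinoic acid receptor α (RARα), retinoic acid receptor β (RARβ) and retinoid X receptor α (RXRα) were used. This gives 6 ChIP libraries, 1 per receptor and diet, and 1 input library of total chromatin. Single-end reads of 35 bp were sequenced. The input library was not used here on its own, because no processed file was given for it.

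The authors aligned the reads to mm10 with Bowtie 0.12.7 and called peaks with MACS 1.4.1. The 6 files are 1 peak list per library in BED format, with the caller's score of each peak, and no sign of pooling between libraries. The deposited score is the caller's own value for each peak, a multiple of the negative log10 of its p-value. It was not normalized between libraries, so it was used to describe, rank and filter peaks within 1 list. Lists filtered at a score of at least 100 were nevertheless compared with each other, and such values can differ through depth alone. The read totals of the 6 libraries are not in the peak lists, and a longer list can come from a deeper library. The study's text gives a total for RXRα and a higher one for RARα, without the diet, and none for RARβ, so the depth behind each list is not known. The RXRα lists were nevertheless the longer ones. No list held a score under 50, so a minimum of 20 on this score, the number the study gives for its peak score, removed 0 of the 245004 peaks. The study's methods describe its limit as 20 times the input signal, which is another scale and is not in the lists, so the study's own filter was not applied here. The lists were analysed as deposited.

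The genome build was tested on the files. The highest peak end on chromosome Y was 90842021, whereas that chromosome is 15902555 bp long in NCBIM37 (mm9). Peaks past the end of a chromosome of NCBIM37 occurred in all 6 lists, from 56 in the RARβ control list to 169 in the RXRα control list. The lists are therefore on GRCm38 (mm10), and no coordinates of NCBIM37 were used. Gene positions came from a RefSeq gene table of GRCm38.p6. It gives 1 span per gene and no strand, so the strand was taken by symbol or synonym from GENCODE M1 for genes on the same chromosome. A strand was found for 20583 of 21887 protein-coding genes (94.0%) and for 27984 of 49943 genes of all kinds. Genes without a strand were left out. The start of a gene is the outermost start of its span, and alternative promoters inside a gene are not seen. As a check of the strands, 2.77% to 3.69% of the peaks of a list lay within 1 kb of a 3′ end, against 13.8% to 42.4% within 1 kb of a start. Exons, introns and untranslated regions were not analysed here. Repeats of receptor half-sites had been chosen for analysis and were not run, because no sequence of GRCm38 was at hand.

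Lists were compared with bedtools 2.31.1. A peak was called shared when it overlapped a peak of the other list by at least 25% of the width of each. The share of the shorter list was the main value, and the share of the longer list was also computed. Wilson 95% intervals were given on shares; they cover counting error only and say nothing of the spread between animals. For each pair, the shorter list was placed 100 times at random on the same chromosomes over 2703.38 Mb. For clustering, peaks of all lists were merged into regions scored 1 (called) or 0 (not called) in each list. The Jaccard index of a pair is the number of regions called in both divided by the number called in either. Average-linkage clustering and principal components of the 0/1 matrix followed. A peak was assigned to a start when its midpoint lay within 10 kb or 1 kb, and a gene was counted as bound when a peak midpoint lay within 10 kb of its start. For the ranking, the 1000 highest-scoring and the 1000 lowest-scoring peaks of a list were compared.

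There were 5 gene lists: 20 PPARα targets, 20 targets of LXR and FXR, 20 RAR targets, the 95 genes whose symbols match Rpl or Rps followed by a digit, and the 47 genes whose symbols begin with Nduf. The first 3 came from general knowledge. The 95 genes are called ribosomal protein genes below. They were chosen by symbol alone, so genes that encode other proteins with such a symbol can be among them. Each list's bound share was placed among 10000 random lists of the same size, as a percentile that describes these libraries only. Random lists were matched on gene length tertile. Matching on the number of annotated starts had also been chosen, but the gene table gives 1 start per gene.

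The named genes were 13 genes that the study names or that are well-known targets, namely Abca1, Abhd5, Aldh3a2, Apoa4, Cyp51, Cyp7b1, Elovl1, Cyp26a1, Rarb, Nr0b2, Cyp7a1, Ptdss1 and Cbr1. The named peaks were the 3 highest-scoring of each list, and for each receptor and diet the 3 highest-scoring that had no overlap with the list of the other diet.

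Samples were grouped by receptor and diet from the labels. The lists of the same receptor under the 2 diets were compared (3 pairs), as were the lists of the 3 receptors under the same diet (6 pairs). With 1 library per group, no difference between lists has a replicate check, and no p-value was computed. The comparisons, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined, except where stated. The alternatives were a score of at least 100, lists of equal length (each limited to its 14968 highest-scoring peaks, the length of the shortest list), peaks within 10 kb of a start, merged peaks, an overlap of 1 bp, of 25% of either peak or of 50% of each, starts of all genes, limits of 5 kb and 1 kb for bound genes, and 500 peaks at each end of the ranking. One alternative, peaks with a score of at least 100 against the full partner list, was chosen after seeing the data.

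The code was tested on simulated data. Partners simulated for the RARβ control list to share 75.5% of its peaks gave 75.5% back. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.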

Results

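Genomic binding of RARα, RARβ and RXRα was profiled in mouse liver under a control diet and under a diet with RA, the ligand of the RARs. The data comprised 6 peak lists, 1 per receptor and diet, with 245004 peaks in all. Each list came from 1 library, so the differences below describe these libraries and have no replicate check.

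Under the control diet, 35521 peaks were called for RARα, 14968 for RARβ and 61128 for RXRα. Under RA, the numbers were 44296, 29467 and 59624. The RA list was thus 1.25 times as long as the control list for RARα, 1.97 times for RARβ and 0.975 times for RXRα. Among peaks with a score of at least 100, these ratios were 1.35, 3.06 and 0.991. The largest relative move of a count was in the RARβ control list, where that score limit left 4786 peaks; the limit of 10 kb from a start lowered the other 5 counts more than the score limit did.

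The peaks covered 24.8 Mb for RARα under the control diet and 24.3 Mb under RA, so the longer RARα list covered about the same length. For RARβ the covered length rose from 8.27 to 22.6 Mb, a ratio of 2.73, and for RXRα it was 37.8 and 38.9 Mb. The median peak width fell from 583 to 450 bp for RARα, rose from 503 to 675 bp for RARβ, and was 545 and 563 bp for RXRα. No peaks within a list overlapped or touched, since merging left each count as it was.

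**Figure D1:**
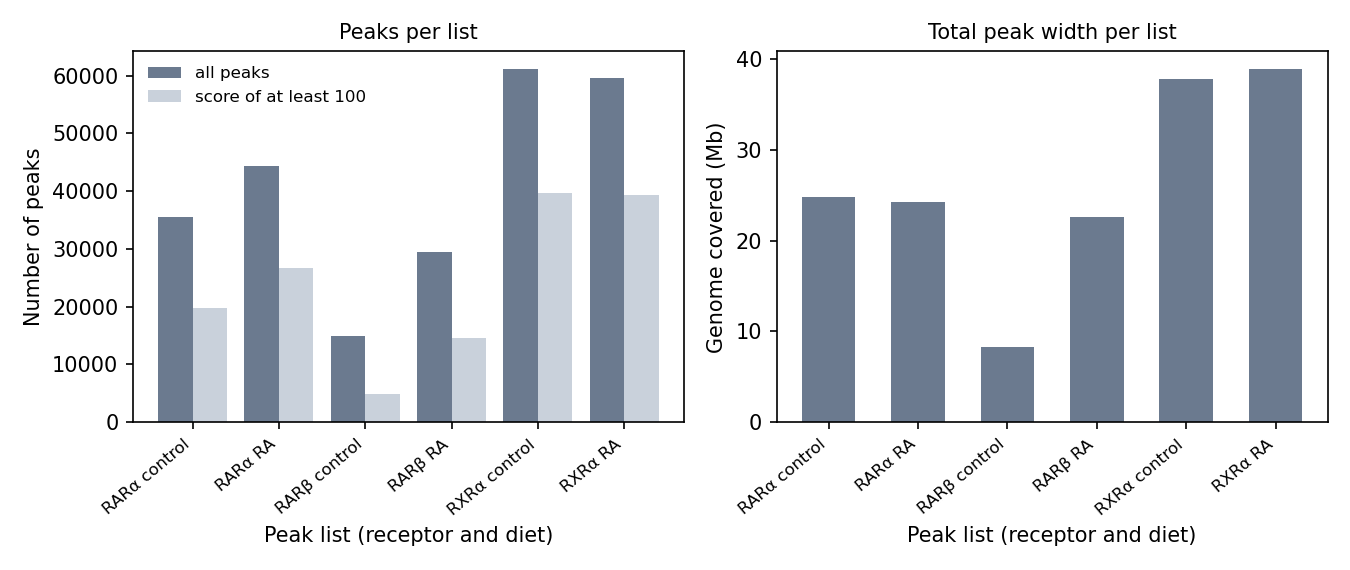
Number of peaks in each of the 6 lists, in all and with a score of at least 100 (left), and total peak width in Mb (right). The RARβ list grew from 14968 to 29467 peaks under RA and its covered length from 8.27 to 22.6 Mb.

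The first comparison asked how far each receptor occupied the same sites under both diets. Of the RARα control peaks, 84.2% (Wilson 95% interval 83.8 to 84.5) were shared with the RARα list under RA, against a mean of 1.26% for random placements. Of the RARβ control peaks, 75.8% (75.1 to 76.5) were shared with the RARβ list under RA, against 0.940% at random. Of the RXRα peaks under RA, 80.3% (80.0 to 80.6) were shared with the RXRα control list, against 1.86% at random. In the reverse direction, 68.4% of RARα peaks under RA, 38.2% of RARβ peaks under RA and 78.7% of RXRα control peaks were shared with the other diet. At equal list length, the shares were 78.0% for RARα, 56.8% for RARβ and 77.5% for RXRα. The largest move came under an alternative chosen after seeing the data, where 95.4% of RARβ control peaks with a score of at least 100 were shared with the full RARβ list under RA.

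Peaks without any overlap in the other diet had lower scores within their own list than the others. In the RARα control list their median score was 64.0, against 131 for the peaks with an overlap, and in the RARβ list under RA the medians were 81.0 and 146. Of the RARβ peaks under RA with a score of at least 100, 42.6% had no overlap with a RARβ control peak. The corresponding share was 12.1% for RARα under RA and 6.31% for RXRα under RA. In the control lists it was 2.89% for RARα, 3.99% for RARβ and 7.61% for RXRα.

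The second comparison set the receptors against each other under the same diet. Under the control diet, 74.2% (73.5 to 74.9) of RARβ peaks were shared with RARα and 77.8% (77.2 to 78.5) with RXRα. Of the RARα control peaks, 61.1% (60.6 to 61.6) were shared with RXRα. Under RA, 72.1% (71.6 to 72.6) of RARβ peaks were shared with RARα and 89.9% (89.5 to 90.2) with RXRα, and 61.7% (61.3 to 62.2) of RARα peaks were shared with RXRα. Random placements gave means from 1.07% to 2.02% for these pairs. As seen from the longer list, RARα shared 36.0% of RXRα control peaks and 45.5% of RXRα peaks under RA, and RARβ shared 19.0% and 44.8%. RARβ shared 31.0% of RARα control peaks and 48.8% of RARα peaks under RA.

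For these receptor pairs, list length moved the share of the shorter list more than any other alternative. When all lists had the same length, 18.0% of RARα control peaks were shared with RXRα, and 21.9% under RA. For RARβ and RXRα the shares were 31.0% under the control diet and 55.7% under RA, and for RARβ and RARα they were 51.0% and 45.4%.

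**Figure D2:**
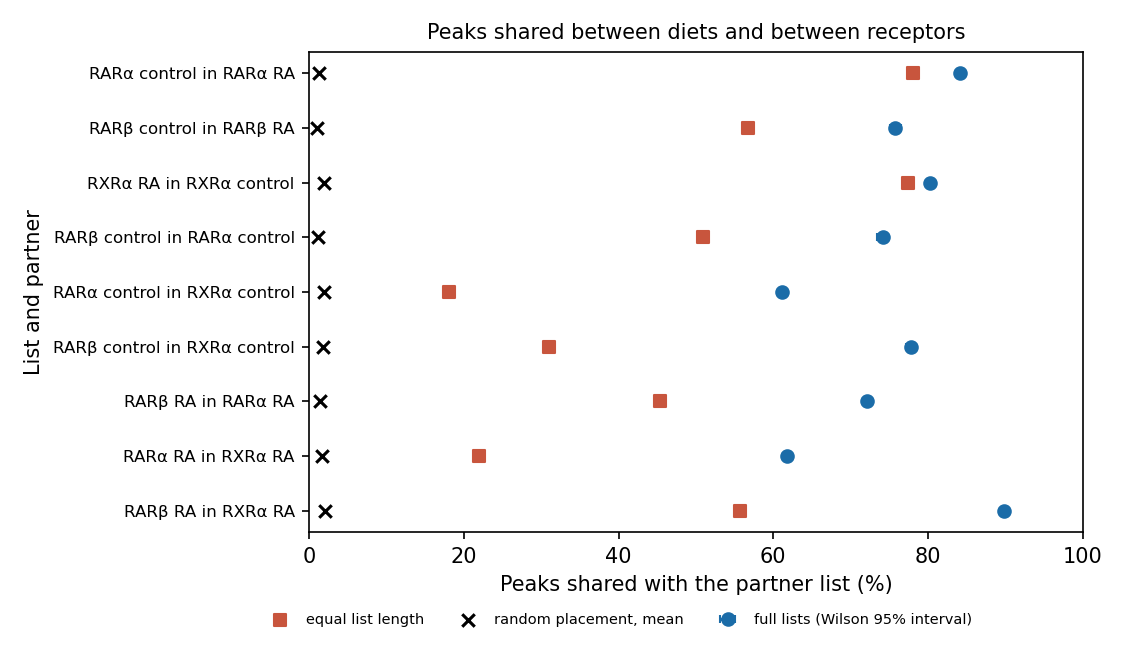
Percent of the peaks of the shorter list shared with the partner list for the 9 pairs, for full lists (circles with Wilson 95% intervals, mostly narrower than the symbols), lists of equal length (squares) and random placements (crosses). With equal length, the RARα control share in RXRα moved from 61.1% to 18.0%, while the RARα share between diets moved from 84.2% to 78.0%.

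Sharing depended on the distance to a gene start. RARα control peaks within 1 kb of a start were shared with RXRα in 75.2% of cases, against 56.1% of those beyond 10 kb. Under RA, 87.1% of RARβ peaks within 1 kb of a start and 91.2% of those beyond 10 kb were shared with RXRα. Between diets, 71.8% of RARβ peaks under RA within 1 kb of a start and 24.5% of those beyond 10 kb were shared with the control list.

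Within each list, sharing followed the score. The 1000 highest-scoring RXRα peaks of either diet were all shared with the other diet (100%), against 41.3% of the 1000 lowest-scoring under the control diet and 40.6% under RA. For RARα control peaks, 99.8% of the highest and 48.9% of the lowest were shared with the RA list, and 92.0% and 52.6% were shared with RXRα. For RARβ peaks under RA, 89.6% and 13.1% were shared with the control list. The difference between the highest and the lowest peaks was positive in all 18 directions of the 9 pairs, from 24.5 to 86.9 percentage points. With 500 peaks at each end, the largest move was for RARβ under RA in the control list, from 76.5 to 84.4 points.

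Merging all lists gave 87787 regions, of which 8565 (9.76%) were called in all 6 lists and 25804 (29.4%) in only 1. The Jaccard index between diets was 0.617 for RARα, 0.358 for RARβ and 0.666 for RXRα. The closest list had the same receptor for 5 of the 6 lists. The exception was RARβ under RA, which was closest to RXRα under RA (0.432). In the clustering, the RXRα lists joined first, then the RARα lists, then RARβ under RA joined RXRα, and the RARβ control list joined last. The first principal component held 37.4% of the variance and the second 27.1%. With lists of equal length, the closest list had the same receptor for 6 of 6 lists, and the 4 RAR lists joined each other before RXRα. With a score of at least 100, the count was again 5 of 6, and RARβ under RA was closest to RARα under RA (0.328).

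The location of peaks relative to gene starts was compared next. Within 10 kb of a protein-coding start lay 42.3% of RARα control peaks (41.8 to 42.8), 57.6% of RARβ control peaks (56.8 to 58.4) and 33.1% of RXRα control peaks (32.7 to 33.5). Under RA, the shares were 38.9% (38.4 to 39.3), 43.7% (43.2 to 44.3) and 33.6% (33.2 to 34.0). Random placements gave a mean of 12.9% for each list. The largest move under an alternative was for the RARβ control list, to 77.2% with a score of at least 100.

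Within 1 kb of a start, the shares were 25.3% for RARα, 42.4% for RARβ and 13.8% for RXRα under the control diet, and 21.1%, 26.5% and 14.6% under RA, against a random mean of 1.44%. At equal list length, they were 44.6%, 42.4% and 9.85% under the control diet and 39.1%, 36.4% and 11.2% under RA. The shares of the 3 RAR lists that were shortened thus rose, and the RXRα shares fell.

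**Figure D3:**
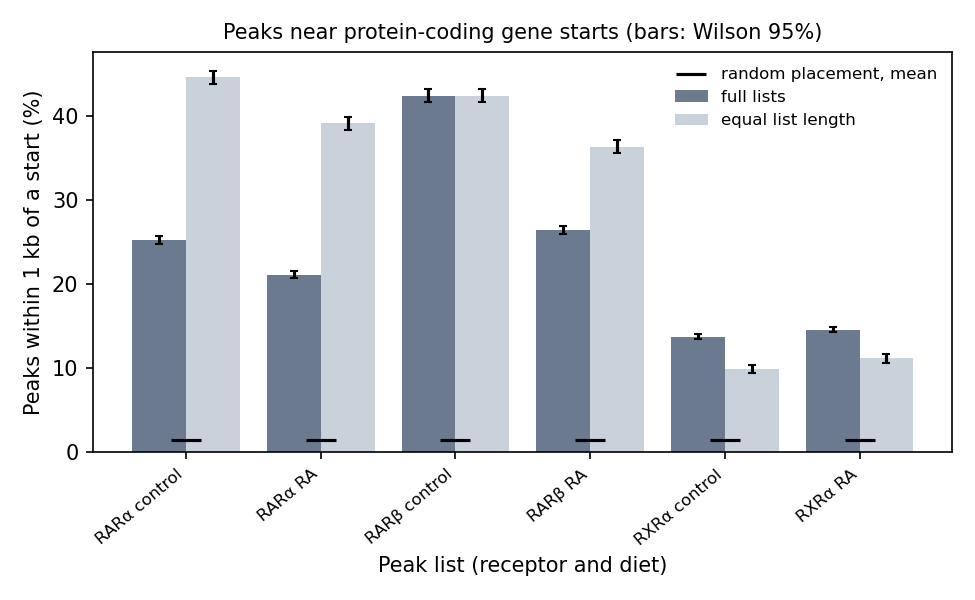
Percent of peaks with a midpoint within 1 kb of a protein-coding gene start in each list, for full lists and lists of equal length, with Wilson 95% intervals. At equal length the 4 RAR lists lay between 36.4% and 44.6%, and the RXRα lists at 9.85% and 11.2%.

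Of 20583 protein-coding genes, 13017 were bound by RARα, 9288 by RARβ and 12886 by RXRα under the control diet. Under RA, the numbers were 13293, 11506 and 12954. All 6 lists had a peak within 10 kb of the start of 8063 genes (39.2%), and 5540 genes had none in any list. RARα and RXRα were both present at 11530 genes under the control diet, which was 88.6% of the RARα genes, and at 11847 under RA. RARβ and RXRα were both present at 8757 and 10978 genes, and RARα and RARβ at 8981 and 11052. If the lists were independent of each other, the RARα and RXRα control lists would have had 8149 genes in common. The count moved most with lists of equal length, to 4317 genes for RXRα under the control diet.

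The gene lists fixed in advance differed in how often they were bound. Of the 20 PPARα targets, all 20 had a peak in the RXRα lists of both diets. RARα bound 15 under the control diet and 20 under RA, and RARβ bound 12 and 20. Among random lists of matched gene length, the RXRα control value lay at the 99.995th percentile, the RARα control value at the 80.2nd and the RARβ control value at the 85.9th. Under RA, the RARα value lay at the 99.99th percentile and the RARβ value exceeded all random lists. With equal list length, the RA values lay at the 98.1st percentile for RARα and the 99.8th for RARβ. Between lists of equal length, RARβ bound 12 targets under the control diet and 15 under RA, and their intervals of 38.7% to 78.1% and 53.1% to 88.8% overlapped.

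Of the 20 targets of LXR and FXR, RARα bound 18 and 19, RARβ 14 and 17, and RXRα 19 and 18, under the control diet and RA, respectively. Their percentiles lay between 96.7 and 99.8 in the full lists. At equal list length, they ran from 86.5 for RARα under the control diet to 100 for both RXRα lists. Within 1 kb, they ran from 58.1 for RARβ under the control diet to 97.8 for RXRα under RA. Of the 20 RAR targets, RARα bound 14 and 13, RARβ 8 and 10, and RXRα 13 and 13. In the full lists these counts were near those of random lists, with percentiles between 30.1 and 73.0. At equal list length, the RARα control value fell to the 5.23rd percentile, and the other lists lay between 20.9 and 47.5. Within 1 kb, the RARβ control value fell to the 3.3rd percentile, and the other lists lay between 25.9 and 60.1.

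The ribosomal protein list had 95 genes, chosen by symbol alone. RARα bound 89 of them under each diet. RARβ bound 77 under the control diet and 82 under RA, and RXRα bound 84 and 85. All these values exceeded those of the 10000 random lists. Among lists of equal length, RARα bound 85 and 84, whereas RXRα bound 20 and 15, the latter at the 17.8th percentile. The RXRα value under RA was the largest move, from 89.5% to 15.8%. Of the 47 Nduf genes, RARα bound 47 under each diet, RARβ 43 and 44, and RXRα 45 and 47. With lists of equal length, RARα bound 45 and 42, RARβ 43 and 41, and RXRα 18 and 19. The RXRα values stayed at the 99.9th percentile under each diet, against random means of 9.38 and 9.84 genes.

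**Figure D4:**
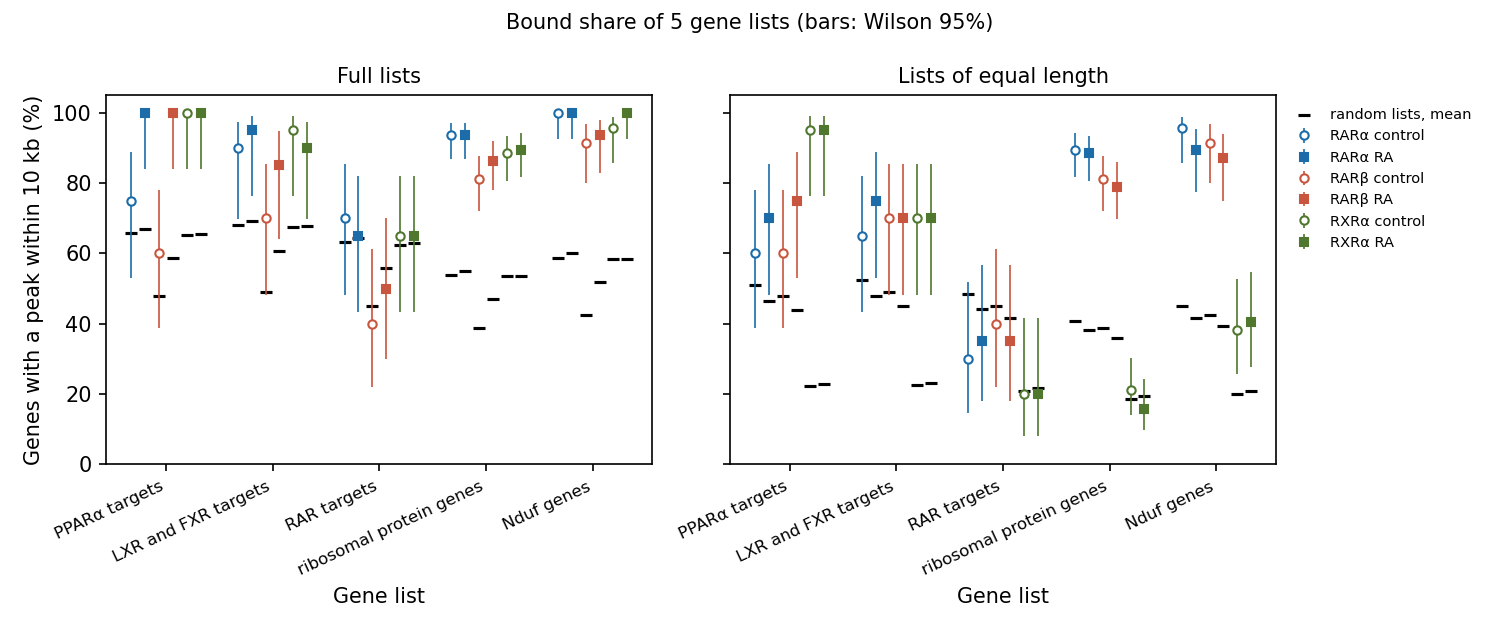
Percent of the genes of 5 lists that had a peak within 10 kb of the start, for full lists (left) and lists of equal length (right), with Wilson 95% intervals and the mean of random lists. At equal length the ribosomal protein genes, chosen by symbol, stayed at 78.9% to 89.5% in the RAR lists and lay at 21.1% and 15.8% in the RXRα lists.

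Of the 13 genes named in advance, 11 had a peak within 10 kb of the start in all 6 lists. Ptdss1 had one in 5 lists and none in the RXRα list under RA. Rarb had none in any list within 10 kb of the outermost start of its span, chromosome 14, 16430839 to 17082331 (GRCm38). Inside that span, a measure chosen after this value was seen, lay 5 and 4 RARα peaks, 1 and 8 RARβ peaks, and 14 and 17 RXRα peaks, under the control diet and RA, respectively. The span is long, and these counts were not set against random placements. They therefore do not show more peaks at Rarb than elsewhere, and the length of the lists also differed between diets. At Cyp26a1 (chromosome 19, 37697738 to 37701536), the best peak of RARβ under RA had a score of 845 and lay 4868 bp downstream of the start. The best RXRα control peak there lay at 4870 bp, and the best RARα peak under RA at 107 bp.

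The few peaks with a score of 3100 or more in the RAR lists lay far from gene starts. Strong RAR peaks in general did not. Of the 1000 highest-scoring peaks, between 49.3% (RARβ under RA) and 69.0% (RARα under the control diet) lay within 1 kb of a start. A peak on chromosome 1 near 24611430 to 24616344, 26.0 kb from the start of Col19a1, reached the score of 3100 in all 6 lists. So did regions on chromosome 14 (19415387 to 19419807) and chromosome 9 (35304991 to 35305754), the latter chosen after its values were seen. Between 4 and 9 peaks of each list had a score of 3100 or more, and most of these were tied at 3100, so the order among tied peaks has no meaning. The score of 3100 was not an upper limit. The highest score was 3108 for RARα under RA, 3164 for RXRα under the control diet and 3205 for RXRα under RA. Whether peaks with such scores are stronger than the tied ones is not known. In the RXRα lists, the peaks with the highest scores lay at Fcna under the control diet (chromosome 2, 25628363 to 25629445) and 2.73 kb from the start of Ptgds under RA (chromosome 2, 25472284 to 25473403).

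Among RARβ peaks under RA with no overlap in the control list, the highest-scoring lay 9.28 kb from the start of Gc (chromosome 5, 89466890 to 89467473). For RARα under RA they lay at Malat1 (chromosome 19, 5802278 to 5803003), 0.240 kb from Hhex and 0.720 kb from Apob. The highest-scoring RARα control peaks without overlap under RA lay 0.562 kb from Selenbp2, 0.450 kb from Hpd and inside Scp2. For RXRα, the highest-scoring lay inside Fhit under the control diet and inside Dysf under RA.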

Values the study reported

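With peak scores above 20 and a distance within 10 kb of a transcription start, the study reported 17,973 RXRα peaks and 18,697 RARα peaks in mouse liver, of which 6,577 were common to both receptors. It put the share of RARα sites that overlap RXRα sites at 43%.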

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

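The tests of explanations in this part were chosen only after the results were seen, although the lists of equal length and the score limit they draw on had been fixed in advance. With 1 library per group, the differences between receptors described here were not tested.

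The number of peaks moved in opposite directions under RA for the RARs and RXRα. The number of peaks under RA was 1.25 times the control number for RARα and 1.97 times for RARβ, but 0.975 times for RXRα. By covered length the directions differed, with ratios of 0.978 for RARα, 2.73 for RARβ and 1.03 for RXRα, so only RARβ rose by both measures. If the longer RARβ list only continued the ranking of the control list, the strongest peaks of both should fall at the same kinds of site. Of the 1000 highest-scoring RARβ peaks under RA, 56.2% (53.1 to 59.2) were shared with the strongest RXRα peaks under RA, against 35.0% (32.1 to 38.0) of the 1000 highest-scoring control peaks. The composition of the top of the list therefore differed, which argues against an RA list that only continues the ranking of the control list. These shares do not show why the number of peaks rose. For RARα, the same shares were 35.5% (32.6 to 38.5) and 31.5% (28.7 to 34.4), with overlapping intervals. The 1000 highest-scoring RARα peaks nevertheless lay within 1 kb of a start in 52.9% (49.8 to 56.0) of cases under RA and 69.0% (66.1 to 71.8) under the control diet, so a continued ranking does not account for the RARα list either. A difference in read depth or in the yield of the immunoprecipitation stays open. The share of peaks with a score of at least 100 was 32.0% in the RARβ control list and 49.7% under RA, which a weaker control library could give, but no read totals are in the lists, so yield and diet cannot be told apart. An effect of RA on RARβ binding is equally open and untested.

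The share of peaks within 1 kb of a start fell by 4.14 percentage points for RARα and fell by 15.97 points for RARβ under RA, and was higher by 0.813 points for RXRα. Longer lists hold weaker peaks, and weak RAR peaks lie farther from starts, so list length could contribute. Between lists of equal length, the share fell by 6.05 points for RARβ and fell by 5.51 points for RARα, and rose by 1.30 points for RXRα, with intervals of the RAR diets apart. List length therefore does not account for the whole of the difference. The RARβ difference was smaller with equal length than with full lists, but it was larger among peaks with a score of at least 100 (66.3% under the control diet and 36.6% under RA) and among the 5000 highest-scoring (65.6% and 44.8%). Among the 1000 highest-scoring it was again smaller (59.0% and 49.3%), so it had no steady relation to the number of peaks kept. Library yield and an effect of the diet remain, and no value here separates them.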

How the results depend on the processing

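The alternative that set peaks with a score of at least 100 against the full partner list was chosen after seeing the data; the others were chosen before. No paired analysis was possible because each group has 1 library and the values come from no test. The alternatives for repeats of receptor half-sites were not run, since no sequence of GRCm38 was at hand. Where no reason is given, the cause was not tested.

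The number of peaks stayed as it was when overlapping or touching peaks were merged. A score of at least 100 left 19767 RARα, 4786 RARβ and 39631 RXRα peaks under the control diet, and 26606, 14631 and 39259 under RA. Within 10 kb of a start lay 15030, 8622 and 20234 peaks under the control diet, and 17214, 12883 and 20030 under RA. Both filters lower counts by their construction. Under each, the order of the diets stayed as in the full lists for every receptor.

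Shared percentages are given in this order: RARα, RARβ and RXRα between diets, then RARβ in RARα, RARα in RXRα and RARβ in RXRα. An overlap of 1 bp gave 84.6%, 77.8% and 80.7% between diets, 76.4%, 62.3% and 80.2% between receptors under the control diet, and 72.9%, 63.2% and 90.4% under RA. With 25% of either peak, the shares that left their intervals were 77.3% for RARβ between diets, 75.9%, 61.8% and 79.6% under the control diet, and 62.8% for RARα in RXRα under RA. With 50% of each peak, the shares were 76.9%, 58.0% and 74.3% between diets, 56.9%, 50.8% and 59.3% under the control diet, and 62.3%, 49.2% and 81.2% under RA. A looser overlap raises and a stricter overlap lowers these shares by construction.

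A score of at least 100 in both lists gave 88.5%, 85.6% and 80.8% between diets, 87.0%, 47.5% and 70.3% under the control diet, and 68.4%, 50.9% and 88.2% under RA. Against the full partner list, such peaks were shared in 96.8%, 95.4% and 93.5% of cases between diets, 94.1%, 65.4% and 87.1% under the control diet, and 86.5%, 64.9% and 96.1% under RA. Lists of equal length gave 78.0%, 56.8% and 77.5% between diets, 51.0%, 18.0% and 31.0% under the control diet, and 45.4%, 21.9% and 55.7% under RA. Peaks within 10 kb of a start gave 89.0%, 84.2% and 82.1% between diets, 85.3%, 68.0% and 79.4% under the control diet, and 81.1%, 68.8% and 88.0% under RA. In every one of these settings, the share was above the largest share of the random placements of the full lists, which was 2.28%. The order of the pairs did change. RARβ shared more control peaks with RXRα than with RARα in the full lists, and fewer with lists of equal length, with a score of at least 100 in 1 or both lists, and within 10 kb of a start. Under RA, RARβ shared more with RXRα than with RARα in each of these settings. Among RARβ peaks under RA within 1 kb of a start the order was reversed, with 92.2% shared with RARα and 87.1% with RXRα.

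The share of peaks within 10 kb of a start is given for RARα, RARβ and RXRα. A score of at least 100 gave 53.1% and 77.2% for RARα and RARβ under the control diet, and 45.6%, 51.6% and 34.1% under RA. Lists of equal length gave 58.9% and 28.3% for RARα and RXRα under the control diet, and 53.9%, 51.5% and 29.1% under RA. Starts of all genes gave 46.2%, 60.7% and 36.9% under the control diet, and 42.9%, 47.4% and 37.4% under RA, which is higher by construction. RARβ control exceeded RARα control in each setting except lists of equal length.

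The number of genes bound stayed within 1.5 times for every list with a limit of 5 kb. With a limit of 1 kb, it left that range for RXRα under the control diet (8497 genes). With lists of equal length it did so for both RXRα lists, with 4317 genes under the control diet and 4493 under RA.

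For the gene lists, lists of equal length moved the bound share of PPARα targets to 70% for RARα and 75% for RARβ, both under RA. LXR and FXR targets moved to 65% for RARα and 70% for RXRα under the control diet and to 75% for RARα under RA. RAR targets moved to 30% for RARα and 20% for RXRα under the control diet, and to 35% and 20% under RA. Ribosomal protein genes moved to 21.1% and 15.8% for RXRα under the control diet and RA, and Nduf genes to 38.3% and 40.4%, with 89.4% for RARα under RA. Within 1 kb, PPARα targets moved to 50%, 35% and 70% for RARα, RARβ and RXRα under the control diet, and to 75%, 70% and 70% under RA. LXR and FXR targets moved to 60%, 40% and 65% under the control diet, and to 65% for RARα and 50% for RARβ under RA. RAR targets moved to 15% for RARβ and 40% for RXRα under the control diet and to 40% for RARα under RA. Ribosomal protein genes moved to 81.1%, 68.4% and 67.4% under the control diet, and to 82.1%, 75.8% and 73.7% under RA.

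With 500 peaks at each end of the ranking, the difference in shared peaks left its interval in 5 of 18 directions, each time upward. It was 84.4 points for RARβ under RA in the control list, 81.0 for RARα in RARβ, 61.0 for RXRα in RARα and 50.2 for RXRα in RARβ under the control diet, and 58.0 for RARα in RARβ under RA. The number of lists whose closest list has the same receptor was 6 with equal length, against 5.

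Of 108 other values under alternatives (shares of the longer list, shares within 1 kb of a start, and genes bound in both lists of a pair), 84 moved, 53 upward and 31 downward. The depth of each library is not in the lists, so no result that depends on list length can be corrected for it.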

Other observations

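The tests of explanations in this part were chosen only after the results were seen, although the lists of equal length and the gene lists they draw on had been fixed in advance.

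The RARβ control list had the highest share of peaks within 1 kb of a start (42.4%). The RARα control list reached 44.6% with lists of equal length, so list length may account for its difference from RARβ. It does not account for all of the difference from the RARα list under RA, which reached 39.1% (38.4 to 39.9), below the RARβ control interval of 41.6% to 43.2%. It does not account for the difference from RXRα either, since the highest-scoring RXRα peaks under RA lay within 1 kb in 11.2% of cases. No biological explanation was tested for the preference of strong RAR peaks for starts.

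Many RARα peaks had no RXRα peak under either diet at an overlap of 1 bp, with 10971 (30.9%) under the control diet and 13885 (31.3%) under RA. The share was 13.8% for RARβ control peaks and 6.38% for RARβ peaks under RA. Chance calls are argued against, because 78.2% (77.5 to 79.0) of these RARα control peaks recurred in the RARα list under RA, against at most 1.43% for random placements of the whole list. RXRα occupancy just under the calling threshold is also argued against as the whole cause. RARα control peaks that met only RXRα peaks with a score under 60 overlapped a RARβ peak in 33.7% (31.1 to 36.4) of cases, against 12.6% of those without an RXRα peak, and the intervals were apart in each of 4 classes of RARα score under both diets. Occupancy far below the threshold was not examined. The low overlap with RARβ (12.6%) cannot decide whether the RARα antibody recognised something other than the receptor. Only 2070 RARβ control peaks and 1879 RARβ peaks under RA had no RXRα peak. RARα peaks chosen for having no RXRα peak therefore had few RARβ peaks to overlap, whatever the antibody recognised. Recognition of something else by the antibody and binding of RARα without RXRα and RARβ both stay open. The pooled values hide a dependence on score. The share of RARα control peaks without an RXRα peak was 13.5% in the highest class of RARα score and 38.9% in the lowest. The overlap of these peaks with RARβ was 34.8% in the highest class and 6.25% in the lowest.

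RARβ peaks that appeared only under RA numbered 17999. Of these, 86.4% (85.9 to 86.9) overlapped an RXRα peak of the control list and 88.8% (88.4 to 89.3) one of the RXRα list under RA. For the 13681 RARα peaks found only under RA, the shares were 58.0% and 59.0%. Peaks under RA that were also in the control list had higher shares, with 90.3% and 92.9% for RARβ and 63.8% and 65.1% for RARα.

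With a score of 3100 or more, 9 regions had a RAR peak. All 9 were called in all 6 lists, and 0 of 9 lay within 1 kb of a start, with an upper 95% bound of 29.9%, against 54.4% of the other 8552 regions called in all 6 lists. The nearest of the 9 to a start was at 26.0 kb. The distance from starts had been seen before it was measured this way, and the input library was not used here. Read pile-ups that arise whatever the antibody and strong sites far from genes that all 3 receptors occupy therefore cannot be told apart for these regions. A further 5 regions reached a score of 3100 or more only for RXRα, and 4 of them were called in all 6 lists. None of the 5 lay within 1 kb of a start, but those near Ptgds, Pan3, Fcna and Palb2 lay at 2.91, 4.71, 6.54 and 13.8 kb, nearer than any of the 9, and the one near Arid1b lay at 368 kb.

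The median change in the width of shared peaks was nearly the same near and far from starts. The median ratio of the width under RA to that under the control diet was 0.824 for RARα beyond 10 kb and 0.814 within 1 kb. For RARβ it was 1.53 and 1.44, and for RXRα 1.03 and 1.08. Single shared peaks varied widely, with quartiles of 0.663 and 0.995 for RARα, 1.19 and 1.90 for RARβ and 0.849 and 1.28 for RXRα. Of the shared RARα peaks, 24.4% were wider under RA. A difference in fragment length or in the caller's shift model between libraries may explain the change in the medians. The spread between peaks was not tested. For RARβ, stronger enrichment would also widen peaks, and was not separated from such a difference.

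RARβ bound 12 of 20 PPARα targets under the control diet and 20 under RA. At equal list length the numbers were 12 (60%) and 15 (75%), with overlapping intervals, so list length may account for the difference, and 20 genes are too few to detect a small one.

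Strong RAR peaks were frequent at ribosomal protein and Nduf genes. Strong peaks here are those of the lists of equal length, counted within 10 kb of a start. For RARβ under the control diet this is the whole list. A general preference for active starts was examined with genes that have an RXRα peak within 1 kb of the start under both diets. Among such genes outside the 2 lists, 84.1% (83.3 to 84.9) were bound by a strong RARα control peak, against 95% (86.3 to 98.3) of 60 ribosomal protein genes and 97.6% (87.4 to 99.6) of 41 Nduf genes. For ribosomal protein genes, the corresponding shares were 77.1% and 96.7% for RARα under RA, 79.2% and 91.7% for RARβ under the control diet, and 76.1% and 88.3% for RARβ under RA. A preference for starts with an RXRα peak may therefore account for part of the pattern but not for all of it. A preference that grows with the activity of a gene was not tested, because the RXRα peak was scored only as present or absent. An RXRα peak is only a stand-in for activity, and expression was not used here.

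For measures quoted from the study above, 10215 RARα control peaks within 10 kb of a start were shared with RXRα. This is higher than the number of common peaks quoted from the study. As a share of RARα control peaks within 10 kb of a start, it was 68.0%. That share is higher than the share quoted from the study. The study's text does not give the counts behind its share, so the bases may differ. Under RA, 11844 such RARα peaks (68.8%) were shared with RXRα. Both are higher than the values quoted from the study as well. The share depended on the setting. Without the limit of 10 kb, a score of at least 100 in both lists gave 47.5% under the control diet and 50.9% under RA. Lists of equal length gave 18.0% and 21.9%, which are lower than the share quoted from the study. RARα peaks within 10 kb of a start numbered 15030 under the control diet and 17214 under RA. These are lower than the number of RARα peaks quoted from the study. RXRα peaks within 10 kb numbered 20234 and 20030. These are higher than the number of RXRα peaks quoted from the study. The study annotated its peaks with a gene set of mm9, filtered on the input signal, names no diet for its libraries and does not describe RARβ. The study also gives a longer RA treatment than the labels of these libraries. Whether its values come from these libraries is not known, so the differences cannot be read as a difference in processing alone.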
